A study of Arabidopsis thaliana with 48 samples. Its data were reported in "Combinatorial activities of SHORT VEGETATIVE PHASE and FLOWERING LOCUS C define distinct modes of flowering regulation in Arabidopsis" (2015).

How the data were processed

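Expression was measured in leaves and apices of *Arabidopsis thaliana* seedlings of 4 genotypes: plants with functional alleles of both *FLC* and *SVP* (the wild type here), single mutants *svp* and *flc*, and the double mutant *flc svp*. *FLC* and *SVP* encode MADS-box transcription factors that repress flowering. Per the study's methods, all lines carried a functional *FRIGIDA* allele, plants were grown under short days (SDs) or grown under SDs and then moved to long days (LDs), and tissue was harvested 8 h after dawn. Per the labels there were 3 biological replicates in each of the 16 groups formed by genotype, day length and tissue, 48 arrays in all. The labels of the SD samples also mention additional short days, so it is not settled whether the SD plants were as old as the LD plants, and age is not separated from day length in the comparisons of LDs with SDs.

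RNA of each sample was hybridised to its own AGRONOMICS1 tiling array, an Affymetrix array that carries probes along the whole genome. The deposited values are log2 expression values that the authors made with the robust multi-array average (RMA), which corrects for background, normalises the arrays to one another by quantiles and summarises the probes of a gene. The deposited table has 31004 genes and 48 columns, and no column was left unused. Values ran from 1.37 to 13.72, and the medians of the arrays from 4.27 to 4.38. The annotation that assigned probes to genes is not stated with its genome release, so no coordinates are given. Chromosomes and gene order were read from the locus identifiers, and 30484 of the loci (98.3%) were matched to symbols in the reference annotation. Some symbols differ there from those in common use: SOC1 is listed as AGL20, TEM2 as RAV2, PP2A as PP2AA3 and UBC21 as PEX4. Arrays give no counts, and the number of arrays limits the precision.

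All 48 arrays were fitted in a single model with limma 3.58.1 in R 4.3.3 (with data.table, version 1.17.8), with a mean for each of the 16 groups and the replicate number as a random block, as in the study's methods. The variances were moderated with eBayes (prior degrees of freedom 3.29, residual degrees of freedom 32). P-values were adjusted by the Benjamini-Hochberg method over all genes within each contrast, and a gene was called when it changed by more than 2-fold at an adjusted p under 0.01. Every adjusted p in the text is a limma value adjusted in this way unless another adjustment is named. There were 34 contrasts: each mutant against wild type in each tissue and day length (12), LDs against SDs in each genotype and tissue (8), the interaction of *FLC* and *SVP* in each tissue and day length (4), the difference of each mutant's effect between LDs and SDs (6) and, in SDs, between leaves and apices (3), and the difference of the wild-type response to LDs between leaves and apices (1).

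The interaction was the change of the double mutant minus the sum of the changes of the single mutants. It is negative where each single mutation already raises a gene about as far as both mutations together. It is also negative where the single mutants rise and the double mutant falls back below them. It is positive where both mutations together raise a gene further than their sum, and also where the single mutants fall and the double mutant falls less. The sign alone does not tell these patterns apart. Classes of regulation were assigned to genes called higher in at least 1 mutant whose change in the double mutant was not below that in either single mutant. With the double mutant as baseline, the FLC, SVP and FLC:SVP terms were each counted at an unadjusted p under 0.01. Genes with an interaction below 0 were classed as dependent on both factors, and genes with an interaction above 0 as compensation. Without an interaction, genes were classed as additive when both single terms repressed, as FLC or SVP when that term alone did, and as unclassified otherwise. These are classes of expression pattern; binding was not analysed here.

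The genes named in the text follow a rule. They are a list of 23 genes (2 of them reference genes, PP2A and UBC21, and several chosen by the study on these arrays), and, for each contrast, up to 3 genes with the largest rise and up to 3 with the largest fall among called genes whose 3 arrays in one group all lay beyond the 3 arrays of the other. For differences of differences they are the 3 largest. Genes named outside this rule are marked as such. The order of genes along chromosomes was tested because a mutation brought in by crossing can carry a linked segment. The genes called with the same sign in both tissues were counted within 300 genes on each side of the mutated locus, and the count was compared with 10000 circular shifts of the calls. Position was tested in SDs and in LDs. The densest group of calls within 100 neighbouring genes was to be compared with the same shifts, which leave neighbouring calls together and so cannot change it; 1000 random placements, chosen after the data were seen, were used instead.

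Contrasts, thresholds, the class rule, the gene list and most alternatives were set before the data were examined. The alternatives were no replicate block, a fixed replicate block, a separate fit for each tissue, Storey q-values as in the study, leaving out the genes dimmer than the median gene, quantile normalisation repeated within each tissue, array weights, no fold threshold, a term p under 0.05 in the classes, windows of 100 and 1000 genes, and leaving out each array in turn. Added after the data were seen were classes with no order required between the mutants, leaving out arrays for the classes, the shared calls and the positions, both block alternatives for the shared calls, a random replicate block within each tissue and day length, and the random placements. For the 3-against-3 comparisons all 10 splits of the 6 arrays were counted, and 100 splits for the differences of differences. Because such splits can turn a main effect into a difference, 100 splits were also counted after the additive effects had been subtracted from the 12 arrays, which was added after the data were seen. These effects were estimated from the same arrays, which can lower the counts of the other splits, so the shares are approximate.

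The fit was tested on simulated data with 31004 genes. For *svp* against wild type in LD apices 96% of 200 changed genes were called with the right sign, and 0 of the unchanged genes were called. For the interaction in SD leaves 95% of 400 changed genes were called. In the class rule 28% of 200 simulated dependent genes met the requirement that the double mutant be not below either single mutant, because the 3 changes are then equal apart from noise. Of those that met it, 100% were classed as dependent. The order requirement thus left out most of the simulated dependent genes. Gene ontology terms, binding data and quantitative PCR were not analysed here.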

Results

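Transcript levels were available for 48 arrays, 24 from leaves and 24 from apices, in 16 groups of 3. Within a group, arrays correlated across genes at r between 0.986 and 0.993. The comparison of each mutant with wild type addressed how far the 2 repressors control gene expression separately and together, the comparison of LDs with SDs addressed the first responses to a flowering stimulus, and the comparison of leaves with apices addressed whether the factors act alike in the 2 tissues. Changes are given on the log2 scale with the standard error of the fit, and n = 3 arrays per group throughout. Group means are given with their SD. Single arrays are named by the alleles in the labels, as FLC/svp for the *svp* mutant and FLC/SVP for wild type, with day length, tissue and replicate number.

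The mutated genes were examined first. *FLC* (AT5G10140) stood at 8.80 ± 0.04 (SD, n = 3) in SD leaves of wild type and at 5.57 ± 0.14 in *flc*, and it fell by between 2.58 and 3.41 in the 8 comparisons of *flc* or *flc svp* with wild type. The smallest of these falls, in SD apices of *flc*, had an adjusted p of 2.96e-15. *SVP* (AT2G22540) stood at 8.28 ± 0.05 in SD leaves of wild type and at 7.23 ± 0.18 in *svp*. Its falls in *svp* and *flc svp* were smaller, between 0.80 and 1.76, and 4 of the 8 did not exceed 2-fold: -0.80 in SD apices, -0.92 in LD leaves and -0.90 in LD apices of *svp*, and -0.93 in SD apices of *flc svp*, all with an adjusted p under the threshold (the largest was 3.75e-05). The call of *SVP* in SD leaves of *svp* was lost without FLC/svp SD Leaf replicate 2, where the change was -0.95, and that in LD apices of *flc svp* was lost without flc/svp LD Apex replicate 1 or without FLC/SVP LD Apex replicate 2 or 3, where it lay between -0.98 and -0.94. In LD leaves of *svp* the change passed 2-fold without FLC/SVP LD Leaf replicate 1 (-1.01) or FLC/svp LD Leaf replicate 3 (-1.04). In each tissue all 12 arrays with a functional *FLC* allele lay above all 12 *flc* arrays, and likewise for *SVP*. In leaves *SVP* ran from 7.77 to 8.59 in the functional arrays and from 6.46 to 7.63 in the mutant arrays. *FLC* was not called in any *svp* comparison, where its changes lay between 0.21 and 0.33.

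**Figure D1:**
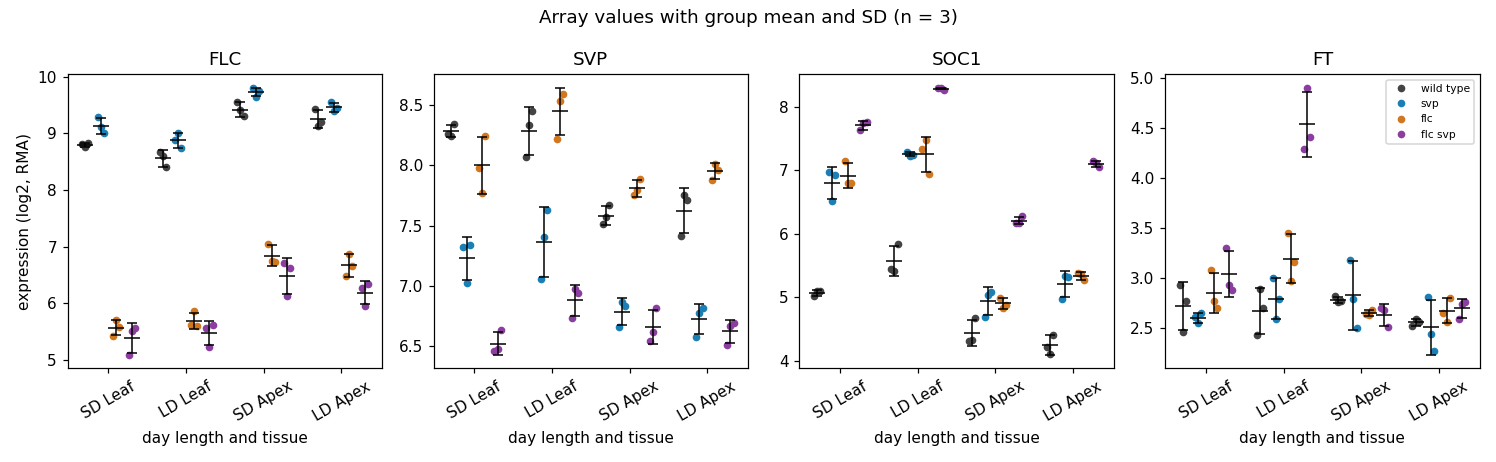
Array values (log2, RMA) of FLC, SVP, SOC1 and FT by day length and tissue, with points for single arrays, long bars for group means and error bars for the SD (n = 3). FLC stood at 8.80 in SD leaves of wild type and at 5.57 in flc, and FT rose in LD leaves of flc svp to 4.53.

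More genes were called in leaves than in apices. In SD leaves 284 genes were called in *svp*, 553 in *flc* and 542 in *flc svp*, and in SD apices 67, 23 and 147. Genes called in at least 1 mutant numbered 834 in SD leaves and 165 in SD apices, and 67 of them were the same genes. In LDs the numbers were 57, 257 and 265 in leaves and 44, 20 and 122 in apices, and 422 genes were called in at least 1 mutant in leaves and 132 in apices, with 40 in common. *flc* had more calls than *svp* in leaves of both day lengths, and *svp* more than *flc* in apices. Of the alternatives, leaving out the fold threshold, which was tried for SDs, moved the SD counts most, to 2129 genes in SD leaves of *flc svp*. Leaving out 1 array moved 3 of the 12 counts by more than 1.5-fold: *svp* in SD apices to 39 without FLC/SVP SD Apex replicate 2, *flc* in SD apices to 12 without FLC/SVP SD Apex replicate 1, and *flc* in LD apices to 7 without FLC/SVP LD Apex replicate 1 or 2 and to 12 without flc/SVP LD Apex replicate 1 or 2.

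In leaves most called genes were higher in the mutants, and in apices most were lower, except in LD apices of *flc*. The share that was higher was 86.6% in *svp*, 82.8% in *flc* and 68.8% in *flc svp* in SD leaves, and 63.2%, 87.9% and 69.4% in LD leaves. In SD apices 20.9%, 39.1% and 35.4% of the called genes were higher, and in LD apices 15.9% in *svp*, 65.0% of the 20 genes in *flc* and 27.9% in *flc svp*. The share for *flc* in LD apices was not stable: 4 of 12 genes (33.3%) were higher without flc/SVP LD Apex replicate 2, 7 of 15 without flc/SVP LD Apex replicate 3 and 6 of 13 without the replicate block, so that most were lower, and 4 of 7 (57.1%) were higher without FLC/SVP LD Apex replicate 1 or 2. These shares depended on the fold threshold: without it 62.7%, 58.0% and 48.9% of the genes in SD leaves were higher, so that in *flc svp* 1042 genes rose and 1087 fell. The median change over all genes was between -0.03 and 0.01 in the 12 comparisons.

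**Figure D2:**
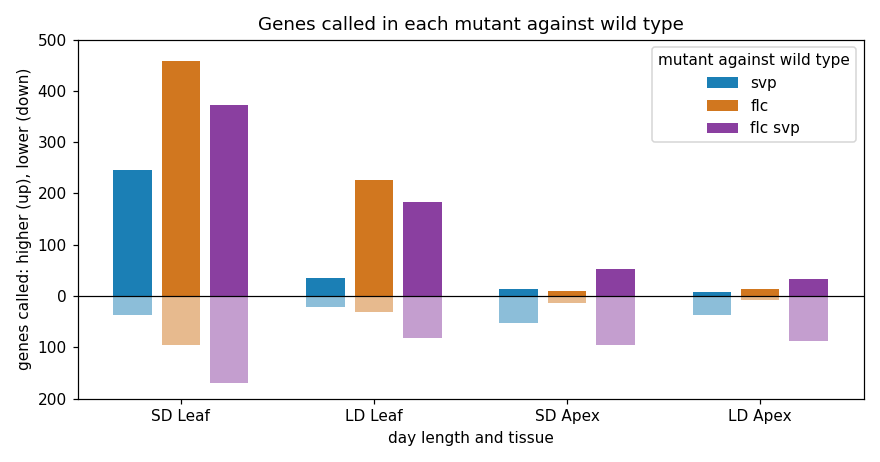
Number of genes called in each mutant against wild type (more than 2-fold, adjusted p under 0.01) by day length and tissue, with higher genes above 0 and lower genes below. In SD leaves of flc 458 genes were higher and 95 lower, and in SD apices of flc svp 52 were higher and 95 lower.

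Few genes were called in all 3 mutants: 122 in SD leaves (14.6% of those called in any), 4 in SD apices, 18 in LD leaves and 3 in LD apices. The genes in SD apices were BT2 (AT3G48360), QQS (AT3G30720), WRKY51 (AT5G64810) and AT5G11930, and those in LD apices BT2, QQS and PRE5 (AT3G28857), with QQS lower in the single mutants and higher in the double mutant and each other gene of the same sign in all 3; the genes were looked up after the counts were seen. Without the fold threshold these numbers rose to 319, 16, 66 and 5. Leaving out flc/SVP SD Apex replicate 2 raised the number in SD apices to 9, and leaving out FLC/SVP SD Apex replicate 1 or 2 or FLC/svp SD Apex replicate 3 lowered it to 2. Genes called in the double mutant alone numbered 208 in SD leaves and 79 in SD apices. Across genes, the changes in *svp* and *flc* correlated at r = 0.69 (Spearman's rho 0.53) in SD leaves, 0.495 (0.423) in SD apices, 0.536 (0.437) in LD leaves and 0.461 (0.397) in LD apices. Genes are not independent replicates, and both changes share the same 3 wild-type arrays. In 100 simulations of 2 unchanged mutant groups against the same wild-type arrays r lay between 0.483 and 0.518. The correlations in SD and LD leaves exceeded that range, that in SD apices lay within it and that in LD apices below it. The simulated genes were independent. Real arrays deviated together across genes, in LD leaves at up to r = 0.337 between arrays of the same replicate number. The simulated range is thus likely too narrow, and a place outside it does not by itself show a shared response. Against *flc* of the other day length, where no array is shared, r for *svp* was 0.504 in SD leaves, 0.279 in LD leaves, 0.193 in SD apices and 0.111 in LD apices.

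The largest changes in SD leaves included rises of JAZ7 (AT2G34600) by 4.34 ± 0.45 in *svp* (adjusted p 3.37e-08), with a similar rise in *flc* (adjusted p 1.67e-08), and of WRKY18 (AT4G31800) by 4.51 ± 0.31 in *flc* (adjusted p 9.65e-13) and 4.68 ± 0.31 in *flc svp* (adjusted p 1.30e-13). WRKY53 (AT4G23810) rose by 3.25 ± 0.37 in *svp* (adjusted p 1.86e-07), and TCH4 (AT5G57560) by 4.19 ± 0.52 in *flc* (adjusted p 2.81e-07). DREB1A (AT4G25480) fell by 2.76 in *flc* and by 3.19 in *flc svp* (adjusted p 6.09e-07 and 2.94e-08). In all 3 arrays of the mutant these genes lay beyond all 3 arrays of wild type, as the naming rule requires; for a gene without a difference that happens in 10% of cases. In LD leaves BT2 (AT3G48360) rose by 2.53 ± 0.28 in *svp* and 3.18 ± 0.28 in *flc* (adjusted p 1.63e-07 and 5.34e-10). It also rose in apices of *flc*, by 1.81 ± 0.28 in SDs (adjusted p 3.91e-04; not called without FLC/SVP SD Apex replicate 1) and 2.46 ± 0.28 in LDs (adjusted p 1.52e-06). In SD apices LSU1 (AT3G49580) fell by 2.15 in *flc* and 2.77 in *flc svp* (adjusted p 1.24e-07 and 3.73e-11). AT5G49448 and bZIP1 (AT5G49450), neighbouring loci, had identical values and rose by 1.46 ± 0.27 in LD apices of *flc* (adjusted p 0.00535), a call lost in 7 of the alternatives; they count as separate genes in the numbers above.

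Some genes changed in the same direction in both tissues and both day lengths. PIN1AT (AT2G18040) fell in *svp* by between 2.65 and 3.42 and in *flc svp* by between 2.96 and 3.51, with adjusted p between 2.23e-25 and 3.33e-21, and it stood at 9.79 ± 0.03 in LD leaves of *flc* against 9.78 ± 0.17 in wild type. AT2G13547 rose in *svp* by 3.57 ± 0.34 in SD leaves, 3.71 in LD leaves, 4.04 in SD apices and 3.76 in LD apices (adjusted p between 2.08e-10 and 6.06e-09). SADHU3-2 (AT3G42658), named after a family of retroposons, rose only in the double mutant, by 4.22 ± 0.17 and 4.36 ± 0.17 in SD and LD leaves and by 5.05 ± 0.17 in SD apices, with a similar rise in LD apices (largest adjusted p 7.28e-20). QQS (AT3G30720) fell in both single mutants and rose in the double mutant in all 4 settings, by amounts that differed between the tissues in the double mutant in SDs. In SD leaves it fell by 1.58 in *svp* and 2.39 in *flc* and rose by 1.38 ± 0.19 in *flc svp* (adjusted p 3.18e-07, 2.23e-11 and 1.15e-06). In SD apices it fell by 1.68 and 2.04 and rose by 2.76 ± 0.19 (adjusted p 2.34e-07, 1.08e-08 and 8.88e-13).

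**Figure D3:**
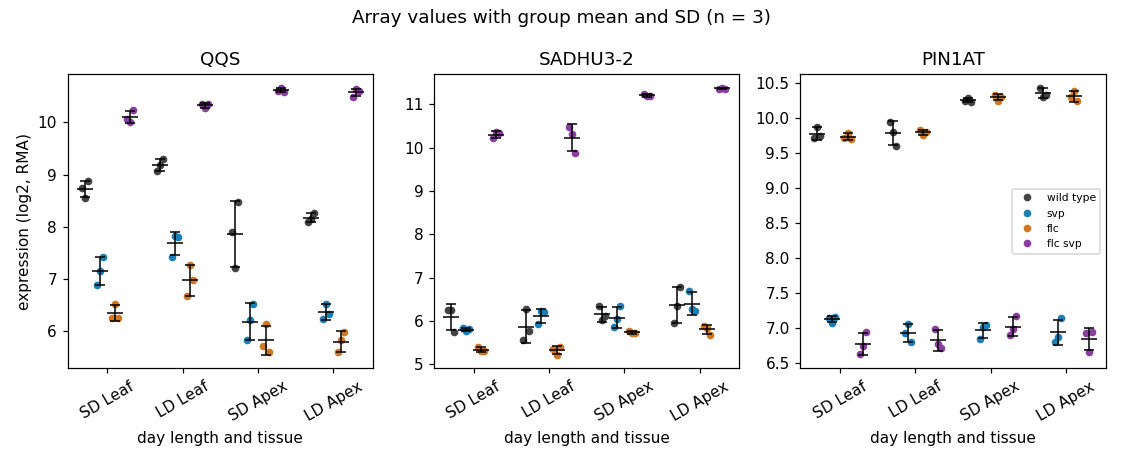
Array values (log2, RMA) of QQS, SADHU3-2 and PIN1AT by day length and tissue, with points for single arrays, long bars for group means and error bars for the SD (n = 3). In SD leaves SADHU3-2 stood at 6.08 in wild type and 10.30 in flc svp, and QQS at 8.73 in wild type, 7.15 in svp, 6.34 in flc and 10.10 in flc svp.

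Flowering-time genes from the list differed between tissues. *SOC1* (AT2G45660) rose in SD leaves by 1.73 ± 0.13 in *svp*, 1.84 ± 0.13 in *flc* and 2.63 ± 0.13 in *flc svp* (adjusted p 2.12e-11, 1.64e-12 and 3.16e-17). In SD apices it rose by 1.77 ± 0.13 in *flc svp* (adjusted p 4.67e-12), while the changes of 0.50 in *svp* and 0.47 in *flc* were not called (adjusted p 0.0356 and 0.0808). In LD apices of *flc svp* it rose by 2.86 ± 0.13 (adjusted p 2.62e-18). There the single mutants were higher than wild type too, with group means of 5.209 ± 0.205 in *svp* and 5.344 ± 0.063 in *flc* against 4.248 ± 0.153. *FT* (AT1G65480) was called in 1 of the 12 comparisons, with a rise of 1.87 ± 0.16 in LD leaves of *flc svp* (adjusted p 1.26e-10), from 2.67 ± 0.23 to 4.53 ± 0.32 (SD). The rise of 0.52 in LD leaves of *flc* was not called (adjusted p 0.0430), and the value of 2.67 lies below the medians of the arrays, where probe background limits the size of a change. *SEP3* (AT1G24260) rose in SD leaves by 2.59 ± 0.21 in *svp* and 3.13 ± 0.21 in *flc svp* (adjusted p 2.73e-10 and 3.14e-13) and in LD leaves by 2.00 ± 0.21 and 2.35 ± 0.21 (adjusted p 8.41e-08 and 9.58e-10). *SPL15* (AT3G57920) rose in SD apices by 0.91 ± 0.13 in *flc* and 0.95 ± 0.13 in *flc svp* (adjusted p 4.71e-05 and 5.01e-06), below 2-fold; without flc/SVP SD Apex replicate 1 the change in *flc* was 1.05 and passed it.

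Genes of gibberellin metabolism and their regulators were on the list as well. *GA20OX2* (AT5G51810) rose in SD apices by 1.16 ± 0.17 in *svp* and 2.26 ± 0.17 in *flc svp* (adjusted p 6.53e-05 and 1.41e-11), and its rise of 0.87 in *flc* was below 2-fold (adjusted p 0.00631). In LD apices it rose by 1.12 ± 0.17 in *svp* (not called without FLC/svp LD Apex replicate 3) and 2.30 ± 0.17 in *flc svp* (adjusted p 9.70e-05 and 9.17e-12). The gene was higher in LD leaves of *flc svp* as well, with a group mean of 5.351 ± 0.007 against 4.148 ± 0.253 in wild type. *TEM2* (AT1G68840) fell in SD leaves by 2.00 in *svp* and 1.84 in *flc* (adjusted p 5.54e-04 and 6.78e-04) and in LD leaves by 3.00 and 2.55 (adjusted p 1.84e-06 and 1.68e-05), but was not called in *flc svp* (changes -0.59 and -0.98). The calls in SD leaves were lost without FLC/SVP SD Leaf replicate 2 and in the separate fit for each tissue, without FLC/SVP LD Leaf replicate 1 the change of -1.69 in LD leaves of *flc svp* was called, and the wild-type arrays of LD leaves had an SD of 1.28. *TEM1* (AT1G25560) moved the other way, with rises in SD leaves of 1.38 ± 0.27 in *svp* and 1.77 ± 0.27 in *flc* (adjusted p 0.00112 and 1.27e-05); the call in *svp* was lost without FLC/SVP SD Leaf replicate 1 or FLC/svp SD Leaf replicate 2. *GA2OX8* (AT4G21200) rose by 0.98 ± 0.16 in SD leaves of *flc svp* (adjusted p 2.54e-05), just below 2-fold, and passed it without FLC/SVP SD Leaf replicate 1 or 2 or flc/svp SD Leaf replicate 3. *RGL2* (AT3G03450) fell in SD leaves by 0.50, 0.74 and 0.57 in *svp*, *flc* and *flc svp* (adjusted p 0.00856, 2.88e-05 and 9.24e-04), each below 2-fold. *DIN10* (AT5G20250), also on the list, is not among these genes, and the study links it to cold response. It rose in SD leaves by 2.22 ± 0.31, 2.59 ± 0.31 and 2.83 ± 0.31 in the same order (adjusted p 7.25e-06, 1.62e-07 and 2.31e-08).

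Of the 21 genes on the list other than the reference genes, 10 were called in each of the 3 mutants in SD leaves, both over all genes tested and adjusted over the list alone. In SD apices 3, 1 and 5 were called in *svp*, *flc* and *flc svp* over all genes, and 3, 3 and 5 adjusted over the list alone. In LD leaves the numbers were 3, 6 and 10 over all genes and 4, 6 and 11 adjusted over the list alone, and in LD apices 1, 2 and 5 and 3, 4 and 5. Since the study chose several of these genes on the same arrays, and *FLC* and *SVP* are among them, the counts over the list are not independent evidence. The reference genes PP2A and UBC21 were called in none of the 12 comparisons.

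The interaction of *FLC* and *SVP* asked whether the double mutant differed from the sum of the single mutants. It was called for 345 genes in SD leaves (304 below 0 and 41 above 0), 124 in LD leaves (100 below 0 and 24 above 0), 3 in SD apices and 4 in LD apices (all 7 above 0). The separate fit for each tissue moved the leaf counts most, to 228 in SD leaves and 44 in LD leaves. In LD leaves the count was also 72 without FLC/SVP LD Leaf replicate 1 and 62 without flc/svp LD Leaf replicate 2. AT4G27280 had an interaction of -5.75 ± 0.95 and AT1G05575 of -5.27 ± 0.67 in SD leaves (adjusted p 1.08e-04 and 1.91e-06), and AT1G69480 of -5.05 ± 0.32 in LD leaves (adjusted p 2.17e-13). QQS had 5.34 ± 0.26 in SD leaves and 6.48 ± 0.26 in SD apices (adjusted p 8.50e-17 and 2.85e-19), and SADHU3-2 5.54 ± 0.24 in SD apices (adjusted p 8.12e-19). In apices the third gene was AT1G67105, with 1.73 ± 0.22 in SDs and 1.56 ± 0.22 in LDs (adjusted p 1.88e-05 and 1.82e-04), and in LDs the fourth was CK1 (AT4G26100), with 1.09 ± 0.12 (adjusted p 4.82e-07), named outside the rule after the count was seen. *TEM2* had an interaction of 3.25 ± 0.53 in SD leaves and *TEM1* one of -2.32 ± 0.39 (adjusted p 9.54e-05 and 1.28e-04). In wild type, *svp*, *flc* and *flc svp*, *TEM2* stood there at 5.94 ± 0.406, 3.94 ± 0.195, 4.10 ± 0.128 and 5.35 ± 0.196. *TEM1* stood at 7.29 ± 0.672, 8.67 ± 0.289, 9.06 ± 0.292 and 8.12 ± 0.233. The single mutants thus fell for *TEM2* and rose for *TEM1*, and the double mutant lay closer to wild type for both genes. That of *FT* in LD leaves was 1.22 ± 0.22 (adjusted p 0.00141); it was not called without flc/svp LD Leaf replicate 2, where it was 1.03, or in the separate fit for each tissue. The interaction of *DIN10* in SD leaves, -1.98 ± 0.44 (adjusted p 0.00571), was lost without any of the replicate 2 arrays of SD leaves, without any replicate 3 array other than flc/svp SD Leaf replicate 3, without flc/svp SD Leaf replicate 1, without the replicate block and in the separate fit for each tissue.

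Genes called higher in at least 1 mutant were then placed in classes. In SD leaves 212 of 630 such genes met the requirement that the double mutant be not below either single mutant, and 418 were left out. Of the 212, 73 (34.4%) were classed as FLC, 62 (29.2%) as additive, 30 (14.2%) as compensation, 28 (13.2%) as dependent on both and 8 (3.77%) as SVP, and 11 were unclassified. In SD apices 45 of 56 genes entered, with 15 additive, 8 SVP, 5 FLC, 5 compensation, 1 dependent and 11 unclassified. In LD leaves 130 of 329 entered, with 41 additive (31.5%), 35 compensation (26.9%), 31 FLC (23.8%), 8 SVP, 4 dependent (3.08%) and 11 unclassified. In LD apices 27 of 41 entered, with 7 each in additive, compensation and SVP, 2 FLC, 1 dependent and 3 unclassified. The requirement on the order of the mutants decided the dependent class: without it, an alternative added after the data were seen, 369 of the 630 genes in SD leaves and 160 of the 329 in LD leaves were dependent, against 7 in SD apices and 8 in LD apices. The differences in class sizes between day lengths and tissues were not tested. Leaving out FLC/SVP SD Leaf replicate 3 lowered compensation in SD leaves to 19, and leaving out FLC/SVP LD Leaf replicate 2 lowered it in LD leaves to 19.

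**Figure D4:**
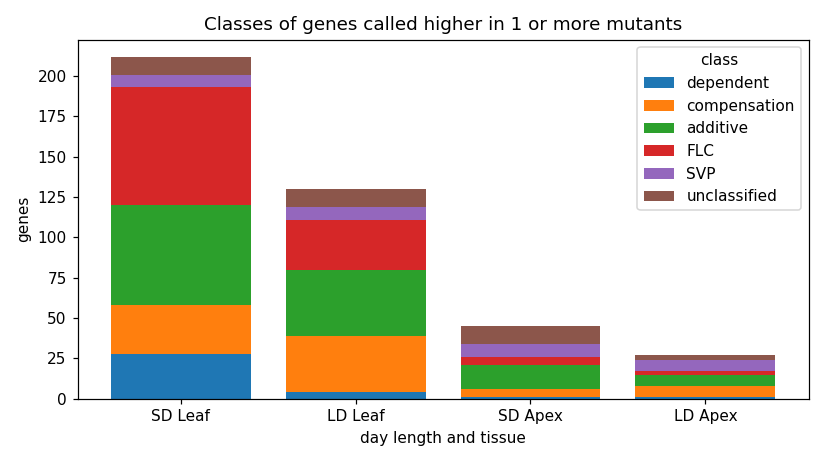
Number of genes in each class among genes called higher in 1 or more mutants whose double mutant was not below a single mutant, by day length and tissue. In SD leaves 73 of 212 genes fell in the FLC class and 28 in the dependent class, and in LD leaves 4 of 130 were dependent.

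The transfer to LDs changed 82 genes in wild-type leaves (37 higher and 45 lower) and 92 in wild-type apices (53 and 39), and 15 genes were called in both tissues, all with the same sign, or 9.43% of the genes called in either. In leaves 117 genes were called in *svp*, 260 in *flc* and 98 in *flc svp*, and in apices 79, 75 and 33. In the separate fit for each tissue the counts in leaves of *svp*, *flc* and *flc svp* were 65, 164 and 44. Leaving out an array moved other counts: that for wild-type leaves was 149 without FLC/SVP LD Leaf replicate 1, that for *svp* leaves 77 without FLC/svp LD Leaf replicate 2, that for wild-type apices 57 without FLC/SVP LD Apex replicate 3 and 61 without FLC/SVP SD Apex replicate 3, that for *svp* apices 43 without FLC/svp SD Apex replicate 3 and 51 without FLC/svp SD Apex replicate 2 or FLC/svp LD Apex replicate 2, that for *flc* apices 40 without flc/SVP SD Apex replicate 3 and 45 without flc/SVP LD Apex replicate 2, and that for *flc svp* apices was 11 without flc/svp SD Apex replicate 3, 18 without flc/svp LD Apex replicate 2 and 12 without flc/svp LD Apex replicate 3. AT3G16530 rose by 3.08 ± 0.42 in wild-type leaves and 3.15 ± 0.42 in wild-type apices (adjusted p 1.15e-05 and 1.19e-05). PR4 (AT3G04720) rose in apices of all 4 genotypes, by between 3.08 and 3.32 (largest adjusted p 6.09e-06). AT1G76960 fell by 2.55 in wild-type leaves and 2.74 in *svp* leaves (adjusted p 6.68e-08 and 1.44e-08), and LHCB4.3 (AT2G40100) rose in leaves by 2.15 ± 0.18 in *svp* and 2.08 ± 0.18 in *flc svp* (adjusted p 9.90e-10 and 5.11e-09).

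Of the 82 genes called in wild-type leaves, 49 (59.8%) were not called in *svp*, 37 (45.1%) not in *flc* and 70 (85.4%) not in *flc svp*. Of the 92 in wild-type apices, 47 (51.1%), 51 (55.4%) and 78 (84.8%) were not called. Called in none of the mutants were 30 of the 82 (36.6%) and 32 of the 92 (34.8%). A call in wild type and none in a mutant does not show that the responses differ, and few did when the difference itself was tested: 0, 3 and 4 of the 82 genes in leaves and 1, 0 and 2 of the 92 in apices, for *svp*, *flc* and *flc svp*.

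The effect of each mutation was also compared between day lengths and between tissues. In leaves the effect differed between LDs and SDs for 1 gene in *svp*, 31 in *flc* and 27 in *flc svp*, and in apices for 2, 0 and 4. At an unadjusted p under 0.05 the limma fit gave 1745 genes for *flc* in apices. Of the 31 genes in leaves of *flc*, 29 had a lower change in LDs, among them WRKY18 (-2.94 ± 0.44, adjusted p 3.57e-04) and HIR2 (AT3G01290; -2.40 ± 0.38, adjusted p 8.34e-04). HIR2 had -2.49 ± 0.38 in *flc svp* (adjusted p 5.59e-04), and it rose by 2.06 ± 0.27 in LDs in wild-type leaves (adjusted p 5.08e-06), so that its differences lie mostly in wild type. *FT* rose more in LDs in leaves of *flc svp*, by 1.55 ± 0.22 (adjusted p 1.83e-04). In the separate fit for each tissue neither *FT* nor WRKY18 was called in these differences. In SDs the effect differed between leaves and apices for 34 genes in *svp*, 192 in *flc* and 192 in *flc svp*, and 30, 170 and 157 of them had the higher change in leaves. SEP3 had a difference of 2.52 ± 0.30 in *svp* and 3.12 ± 0.30 in *flc svp* (adjusted p 2.48e-05 and 3.64e-08), and WRKY18 one of 3.60 ± 0.44 in *flc svp* (adjusted p 3.00e-06). The response of wild type to LDs differed between the tissues for 30 genes, 26 of them with the lower change in leaves. The counts for the effect of *svp* moved from 34 to 11 without FLC/svp SD Leaf replicate 2, and the count for the wild-type response from 30 to 10 without FLC/SVP LD Leaf replicate 3 or without FLC/SVP LD Apex replicate 2.

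Genes called in both tissues did not gather at the mutated loci. In SDs 0 of 16 such genes of *svp* and 1 of 59 of *flc svp* lay within 300 genes of *SVP* on either side, and circular shifts gave as many in a share of 1 and 0.637. Near *FLC* there were 1 of 11 of *flc* and 0 of 58 of *flc svp*, with shares of 0.187 and 1. In LDs none of the 8, 31, 16 and 31 genes lay within the windows in the same 4 tests, and the share was 1 in each. The smallest share under an alternative was 0.105, with 7 of 58 genes of *flc svp* within 1000 genes of *FLC* on either side. The genes within the windows were BBX18 (AT2G21320) for *flc svp* near *SVP* and MYB29 (AT5G07690) for *flc* near *FLC*, both chosen after the count was seen. In total 8 tests were run, and another 24 under alternatives, and none gave a share under 0.05. The densest groups of called genes within 100 neighbours were also counted. In *flc svp* in SDs there were 4 on chromosome 4, between AT4G13493 and AT4G14090, and 49 of 1000 random placements reached that number, in 1 of 6 such tests.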

Values the study reported

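The study reported 818 differentially expressed genes in leaves and 184 in apices under SDs. It gave the share of these genes with increased transcript levels as between 70 and 90% in leaves and 33 to 40% in apices. The number of genes shared by all mutant genotypes was given as 121 in leaves and 13 in apices. For the transfer from SDs to LDs, the study stated that 30 to 40% of the genes changed in wild type required SVP and FLC, and that 20% of them were shared between leaves and apices. Its allocation of genes to modes of regulation under SDs used 199 up-regulated leaf genes and 40 from apices. In leaves under SDs it gave 43% of the up-regulated genes for the cluster attributed to both factors together and 20% for the compensation cluster. By the cluster sizes in its figure legend, these shares are of the genes in its clusters and not of all 199. Under LDs it placed 11% and almost 68% in these clusters.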

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

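The comparison of the spread of apex arrays with that of leaf arrays and the splits with the additive effects removed were tests chosen only after the result was seen, and the other counts of splits and the tests on wild-type leaves in this part were planned.

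The effects of the mutations in leaves differed between LDs and SDs in a test of the difference itself, for 1 gene in *svp*, 31 in *flc* and 27 in *flc svp*. The single gene in *svp* was AT3G18777 (-1.01 ± 0.14, adjusted p 7.22e-04), a call close to 2-fold that was lost in the separate fit for each tissue and without FLC/SVP SD Leaf replicate 1 or 3, FLC/svp SD Leaf replicate 2, FLC/SVP LD Leaf replicate 2 or FLC/svp LD Leaf replicate 1 or 3; without these arrays the change lay between -0.998 and -0.912. Among the listed genes FT had 1.55 ± 0.22 in *flc svp* and JAZ6 (AT1G72450) -1.82 ± 0.32 in *flc* (adjusted p 1.83e-04 and 0.00311). A shift of the wild-type leaf arrays of one day length, and not of the mutant arrays, would make wild type the group that moved. Wild type changed more than the mutant in 3 of the 31 genes of *flc* and in 4 of the 27 of *flc svp*, which argues against it as the whole source. HIR2 is an exception in both mutants, with a rise of 2.06 ± 0.27 in wild type, and wild type and the mutant moved in opposite directions in 20 of the 31 and 21 of the 27 genes, so a part played by wild type is not excluded. The median change of these genes from SDs to LDs was 0.09 in wild type and -1.30 in *flc*, and 0.23 in wild type and -0.98 in *flc svp*. Normalisation within each tissue left 30 of the 31 and 27 of the 27 genes called. Exchanging mutant and wild-type labels within each day length gave as many genes in 20, 11 and 16 of 100 splits for *svp*, *flc* and *flc svp*, the real one included. These counts decide nothing, since such splits often keep the real groups in one day length (1 in 10 for each of SDs and LDs) and turn the effect of the mutation there into a difference. Once the additive effects were removed from the 12 arrays, 2, 1 and 1 of 100 splits gave as many. This argues against chance for *flc* and *flc svp*, although the shares are approximate. For *svp* the count is a single gene whose call was not stable, so chance stays open there. Day length stays open as a biological explanation that was not tested further, and the age of the plants, which the labels leave unsettled, is not separated from it. FT and JAZ6 were not called in the separate fit for each tissue, and JAZ6 was not called without FLC/SVP SD Leaf replicate 1 or 2, flc/SVP SD Leaf replicate 2, FLC/SVP LD Leaf replicate 1 or 2 or flc/SVP LD Leaf replicate 1.

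In apices the effect differed between day lengths for 2 genes in *svp* and 4 in *flc svp*. AT2G18150 and RCI3 (AT1G05260) were called in both mutants, with -2.42 ± 0.35 and 2.00 ± 0.29 in *svp* (adjusted p 7.36e-04 for each) and -2.53 ± 0.35 and 1.76 ± 0.29 in *flc svp* (adjusted p 5.83e-04 and 0.00477). LSU1 (1.93 ± 0.31, adjusted p 0.00477) and SOC1 (1.09 ± 0.18, adjusted p 0.00660) were the others in *flc svp*. For *flc* the limma fit called 0 genes, with 1745 at an unadjusted p under 0.05. Exchanging labels within each day length gave as many genes in 11 of 100 splits in *svp* and 11 in *flc svp*, which decides nothing for the reason given for leaves, and for the 0 genes of *flc* all 100 splits gave as many by construction. With the additive effects removed 3 and 1 of 100 splits gave as many in *svp* and *flc svp*, which argues against chance for the counts in the joint fit but does not exclude it. In the separate fit for apices 0 genes were called in each mutant, with 1598, 2128 and 2043 at an unadjusted p under 0.05. In *flc svp* the call of RCI3 was also lost without flc/svp SD Apex replicate 1 or 3, FLC/SVP SD Apex replicate 2, FLC/SVP LD Apex replicate 1 or 3 or any of the 3 flc/svp LD Apex arrays, and that of LSU1 without flc/svp SD Apex replicate 1 or 2, FLC/SVP SD Apex replicate 3, FLC/SVP LD Apex replicate 3 or flc/svp LD Apex replicate 2 or 3. The call of SOC1 was lost in 11 alternatives: the fixed replicate block, the separate fit for apices, and without FLC/SVP SD Apex replicate 3, FLC/SVP LD Apex replicate 1 or 2, or any of the 6 flc/svp apex arrays. Its adjusted p of 0.00660 was close to the threshold of 0.01. No technical explanation other than chance was tested for these few genes, and day length and age stay open. AT2G18150 lies close to PIN1AT by its locus identifier, and PIN1AT fell in *svp* and *flc svp* in all settings. A difference between the lines at these loci was not excluded for AT2G18150.

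In SDs the effects differed between leaves and apices for 34 genes in *svp*, 192 in *flc* and 192 in *flc svp*. On the list, SOC1 had a larger rise in leaves by 1.23 ± 0.18 in *svp* and 1.37 ± 0.18 in *flc* (adjusted p 6.18e-04 and 1.50e-05), and SEP3 by 2.52 ± 0.30 in *svp* and 3.12 ± 0.30 in *flc svp*. JAZ3 (AT3G17860) had 1.20 ± 0.27 in *flc* (adjusted p 0.00943), and GA2OX8 and TCP9 (AT2G45680) had 1.02 ± 0.23 and 1.32 ± 0.24 in *flc svp* (adjusted p 0.00754 and 8.48e-04). GA20OX2 went the other way, with -1.88 ± 0.24 in *flc svp* (adjusted p 8.73e-06). The call of JAZ3 was lost in 11 alternatives: no replicate block, array weights, and without any of the 12 arrays except flc/SVP SD Leaf replicate 2, FLC/SVP SD Leaf replicate 3 and FLC/SVP SD Apex replicate 1. That of GA2OX8 was lost in 13: no replicate block, normalisation within each tissue, and without any of the 12 arrays except FLC/SVP SD Apex replicate 1. A larger spread between apex arrays would leave fewer calls there, but the median residual SD was 0.145 in apices and 0.163 in leaves, which argues against it. Exchanging labels within each tissue gave as many genes in 10, 9 and 11 of 100 splits, which decides nothing, since 1 in 10 such splits keeps the real groups of leaves. With the additive effects removed 1, 1 and 1 of 100 splits gave as many, the real one alone, which argues against chance. Tissue itself stays open as a biological explanation, as does a different share of responding cells in leaves and in apices, neither of which was tested.

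The response of wild type to LDs differed between leaves and apices for 30 genes, among them AT2G18150 (-2.85 ± 0.35), FTM1 (AT1G43800; -2.11 ± 0.32) and LHCB4.3 (1.92 ± 0.26), with adjusted p 4.01e-05, 5.67e-04 and 1.14e-04. Exchanging labels within each tissue gave as many genes in 10 of 100 splits, which decides nothing for the same reason. With the additive effects removed 2 of 100 splits gave as many, which argues against chance but does not exclude it. Leaving out any of 9 of the 12 arrays lowered the count by more than 1.5-fold, to between 10 and 19. No technical explanation other than chance was tested, and tissue stays open.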

How the results depend on the processing

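The alternatives and tests chosen only after the data were seen were classes with no order between the mutants, arrays left out for the classes, shared calls and positions, both block alternatives for shared calls, the replicate block within each tissue and day length, and the renumbering of replicates; the others were planned.

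Of the 34 counts of called genes, all stayed within 1.5-fold with a fixed replicate block, with a replicate block within each tissue and day length, with Storey q-values and with quantile normalisation repeated within each tissue. The last kept 277 of the 284 genes of *svp*, 549 of the 553 of *flc* and 537 of the 542 of *flc svp* in SD leaves, and the largest median change over all genes was 0.03 with and without it. Within a tissue and day length, arrays with the same replicate number deviated together: their residuals correlated across genes at a mean r of 0.0842 in SD leaves, 0.162 in LD leaves, 0.0646 in SD apices and 0.103 in LD apices (lowest pair -0.0398, 0.00932, 0.00335 and 0.0138), and 2, 1, 1 and 1 of 216 renumberings within the groups gave a mean as high, the real one included. The link was weak, since 7, 13, 3 and 8 of 18 pairs exceeded 0.1, and what the samples of a number share is not stated. The consensus correlation was 0.0336 for the block over all arrays and 0.0851 for the replicate block within each tissue and day length, which gave 292, 559 and 548 genes for *svp*, *flc* and *flc svp* in SD leaves and changed no call of a named gene. Without the block 32 of the 34 counts stayed within 1.5-fold, *flc* in LD apices fell to 13 and the LD-against-SD difference of *flc svp* in leaves to 16. Array weights raised *flc* in LD apices to 32. Leaving out the genes dimmer than the median gene gave 0 genes (845 at an unadjusted p under 0.05 in limma) for the LD-against-SD difference of *svp* in leaves and 1 for that in apices; the genes lost there were not tested.

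The separate fit for each tissue lowered 11 of 30 counts by more than 1.5-fold and raised none by as much. It has fewer residual degrees of freedom and estimates the spread from 24 arrays. In leaves it gave 34 genes for *svp* in LDs, 65, 164 and 44 for LDs against SDs in *svp*, *flc* and *flc svp*, 228 and 44 for the interaction in SDs and LDs, and 9 and 7 for the LD-against-SD differences of *flc* and *flc svp*. In apices it gave 20 for LDs against SDs in *flc svp* and, for the LD-against-SD differences, 0 in *svp* and 0 in *flc svp* (1598 and 2043 at an unadjusted p under 0.05).

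Without the fold threshold the calls in SD leaves were 739, 1665 and 2129 and in SD apices 216, 89 and 529, in the order *svp*, *flc*, *flc svp*. Genes called in all 3 mutants numbered 319 in SD leaves, 66 in LD leaves, 16 in SD apices and 5 in LD apices. By construction a lower requirement admits more genes. The share of higher genes changed by -23.9, -24.8 and -19.9 percentage points in SD leaves and by -16.6 in SD apices of *flc*, and rose by 8.3 and 5.4 in SD apices of *svp* and *flc svp*; the cause was not tested.

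The classes moved more. Without the block the FLC class held 3 genes in SD apices and 1 in LD apices, and with a fixed block the dependent class held 2 in each and the unclassified genes in LD apices were 5. At a term p under 0.05 SD leaves had 47 dependent, 49 compensation, 38 FLC and 5 unclassified genes, LD leaves 10 dependent and 1 unclassified, SD apices 3 dependent, 9 compensation and 3 unclassified, and LD apices 2 dependent, 11 compensation and 1 FLC. With no order required, dependent, FLC and unclassified genes were 369, 118 and 41 in SD leaves, 160, 50 and 33 in LD leaves and 8, 4 and 7 in LD apices, and 7 were dependent in SD apices. More genes enter the classes then, by construction.

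Genes called in both tissues near the mutated loci were few under every alternative. Without the fold threshold there were 3 and 8 near *SVP* in *svp* and *flc svp* and 2 and 5 near *FLC* in *flc* and *flc svp* in SDs, and 3 near *SVP* in *flc svp*, 2 near *FLC* in *flc* and 2 in *flc svp* in LDs. With 100 genes on each side the single genes of *flc svp* near *SVP* and of *flc* near *FLC* in SDs were outside, leaving 0 and 0. With 1000 genes on each side there were 2 and 2 near *SVP* and 7 near *FLC* in *flc svp* in SDs, and 1, 2, 1 and 2 in LDs. The shares of shifts ranged from 0.105 to 1.

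Leaving out each array in turn leaves 2 arrays in its group, whose spread the fit takes from all groups. Of the 34 counts of called genes 17 stayed within 1.5-fold whichever array was left out. Against wild type, *svp* in SD apices ranged from 39 (without FLC/SVP replicate 2) to 67, *flc* in SD apices from 12 (without FLC/SVP replicate 1) to 27 and *flc* in LD apices from 7 (without FLC/SVP replicate 1 or 2; 12 without flc/SVP replicate 1 or 2) to 23. For LDs against SDs, wild-type leaves ranged from 56 to 149 (without FLC/SVP LD replicate 1), *svp* leaves from 77 (without FLC/svp LD replicate 2) to 135, and wild-type apices from 57 (without FLC/SVP LD replicate 3; 61 without SD replicate 3) to 80. Apices of *svp* ranged from 43 (without FLC/svp SD replicate 3; 51 without SD replicate 2 or LD replicate 2) to 76, of *flc* from 40 (without flc/SVP SD replicate 3; 45 without LD replicate 2) to 78 and of *flc svp* from 11 (without flc/svp SD replicate 3; 18 and 12 without LD replicates 2 and 3) to 38. The interaction in LD leaves ranged from 62 (without flc/svp replicate 2; 72 without FLC/SVP replicate 1) to 142. Differences of differences moved most. Between LDs and SDs in leaves, *svp* ranged from 0 (without FLC/SVP SD replicate 1, FLC/svp SD replicate 2, FLC/SVP LD replicate 2 or FLC/svp LD replicate 3, with between 1563 and 1897 genes at an unadjusted p under 0.05) to 2 (without FLC/SVP SD replicate 3), *flc* from 13 (without flc/SVP SD replicate 2) to 61 (without flc/SVP SD replicate 1), with 19 or 20 without FLC/SVP SD replicate 2 and flc/SVP LD replicates 2 and 3, and *flc svp* from 15 (without FLC/SVP SD replicate 2) to 43 (without FLC/SVP LD replicate 1). In apices *flc svp* ranged from 1 (without flc/svp SD replicate 1 or LD replicates 2 or 3) to 5, with 2 without flc/svp SD replicates 2 or 3, flc/svp LD replicate 1, FLC/SVP SD replicate 3 or FLC/SVP LD replicate 1. Between tissues *svp* ranged from 11 (without FLC/svp SD Leaf replicate 2) to 38, with 16 without FLC/SVP SD Leaf replicates 1 or 2, 14 and 20 without FLC/svp SD Apex replicates 1 and 3, and 19 and 15 without FLC/SVP SD Apex replicates 2 and 3. For *flc* the range was 117 (without flc/SVP SD Apex replicate 1) to 255, with 123 without FLC/SVP SD Leaf replicate 1 and 118 without FLC/SVP SD Apex replicate 3. The wild-type response ranged from 10 (without FLC/SVP LD Leaf replicate 3 or LD Apex replicate 2) to 23, with between 14 and 19 without each other array except SD Leaf replicate 2, LD Leaf replicate 2 and LD Apex replicate 3.

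Genes called in all 3 mutants ranged from 13 to 28 in LD leaves (without FLC/SVP replicate 3), from 2 (without FLC/SVP replicates 1 or 2 or FLC/svp replicate 3) to 9 (without flc/SVP replicate 2) in SD apices and from 2 to 6 in LD apices (without FLC/SVP replicate 3). Near *SVP* the genes of *svp* in SDs ranged from 0 to 1 (without FLC/SVP SD Apex replicate 3), and near *FLC* those of *flc* from 0 (without FLC/SVP SD Leaf replicate 3) to 2 (without FLC/SVP SD Leaf replicate 1 or flc/SVP SD Leaf replicate 2). Of the 24 class sizes 8 stayed within 1.5-fold. In SD leaves compensation ranged from 19 (without FLC/SVP replicate 3) to 38, additive from 41 (without flc/svp replicate 2) to 78, SVP from 6 to 15 (without FLC/svp replicate 1; 13 without its replicate 2) and unclassified from 12 to 23, above 16 without any mutant array. In LD leaves dependent ranged from 1 (without flc/SVP replicate 1; 2 without its replicate 3) to 6, compensation from 19 (without FLC/SVP replicate 2) to 44, additive from 23 (without flc/svp replicate 3) to 51, SVP from 5 (without flc/SVP replicate 1) to 12 and unclassified from 5 (without flc/svp replicate 3) to 18 (without flc/svp replicate 2). In SD apices dependent ranged from 0 (without FLC/SVP replicate 1 and 4 mutant arrays) to 2 (without flc/SVP replicate 1), FLC from 3 (without FLC/SVP replicate 2) to 8 (without flc/svp replicate 2) and unclassified from 4 (without FLC/SVP replicate 2; 5 without flc/svp replicate 3) to 11. In LD apices dependent ranged from 0 (without FLC/svp replicate 3) to 2 (without FLC/SVP replicate 3), additive from 4 (without FLC/svp replicate 3) to 8, FLC from 0 to 3, lowered without 9 of the 12 arrays, and unclassified from 0 (without flc/svp replicate 3; 1 without FLC/SVP or flc/SVP replicate 1) to 9 (without flc/svp replicate 2). The cause of the changes after an array was left out was not tested.

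Values of named genes were computed 4167 times under alternatives. In 3850 they kept their direction and their call, in 305 the call was lost, in 10 a call was gained and in 2 the direction changed. The separate fit for each tissue lost 39 of 259 calls or values, and leaving out an array 245 of 2004. Both reversals were TEM1 in LD leaves of *flc svp*, an uncalled change of -0.13 that ranged from -0.31 to 0.15 as arrays were left out; it was 0.03 without FLC/SVP LD Leaf replicate 2 and 0.15 without flc/svp LD Leaf replicate 2. Array signal over background limits the changes of genes near the low end of the scale, such as FT, whose group means lay between 2.51 and 3.19 in all groups other than LD leaves of *flc svp*.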

Other observations

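The tests on mislabelled arrays, on QQS and on SADHU3-2 and the splits with the additive effects removed in this part were chosen only after the result was seen, and the others were planned.

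Each of the 12 comparisons of a mutant with wild type and the 8 comparisons of LDs with SDs was set beside all 10 splits of its 6 arrays. In all 20 only 1 split, the real one, gave as many called genes, and the largest other split gave 10 genes, against 260 for the real one (LDs against SDs in *flc* leaves). With 10 splits the share cannot fall below 0.1, so chance was not excluded at 0.05 by this count alone. For the interaction, splits of the 12 arrays gave as many genes in 5 of 100 in SD leaves, 15 in SD apices, 2 in LD leaves and 9 in LD apices. Chance was excluded by this count in LD leaves alone, but a split that exchanges labels within one *FLC* background turns a main effect into an interaction. Once the additive effects of the mutations were removed from the 12 arrays, as many genes came from 1 of 100 splits in SD leaves, 2 in SD apices, 2 in LD leaves and 1 in LD apices, the real one included. This argues against chance in all 4, although the shares are approximate.

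Most genes called in all 3 mutants in SD leaves were higher, 113 of the 122. One candidate explanation is that the 3 wild-type SD leaf arrays, which all 3 comparisons share, deviated from the mutants for a technical reason. The same genes were then looked up in LD leaves, which have their own wild-type arrays. The median LD change of the 113 genes was 0.62 in *svp*, 1.43 in *flc* and 1.34 in *flc svp*, and 97.3%, 100% and 99.1% of the genes were higher. The smallest of these medians argues against the SD wild-type arrays as the whole source. Wild type itself was higher in LDs by a median of 0.28 over these genes (80 of 113 higher), so part of the smaller LD change may lie in wild type. Handling or harvest that differed between groups was the other explanation tested. Several of the largest rises, seen after that test was set, were in JAZ and WRKY genes and in TCH4, which may respond to wounding or touch. The changes of a mutant in SD leaves correlated across genes with the main axis of variation among replicate leaf arrays at most at r = 0.144, and that axis held 14.5% of the residual variance. The test cannot decide, since handling that differed between groups alike for all 3 replicates would not show among replicates. For the genes higher in all 3 mutants in SD leaves, handling and loss of the repressors cannot be told apart here, because handling that went with genotype would look like an effect of genotype.

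Most genes called in SD apices of *flc svp* were lower, 95 of the 147. If the mutant apices had carried less leaf tissue, the genes with the largest excess in leaves would fall with them. Over the 500 genes with the largest leaf excess (each at least 1.73 higher in leaves, in wild type in LDs) the median change was -0.0129, with quartiles of -0.22 and 0.16, and 8 of the 95 falling genes were among them. The falling genes had a median change of -1.45. Of the 500 genes 51.6% were lower, so they did not fall as a set. This argues against less leaf tissue as the main source of the falls. It does not exclude a part played by leaf tissue, in the 8 falling genes with a large leaf excess among others. Whether the falls are a biological response was not tested.

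Mislabelled arrays were looked for with *FLC* and *SVP*. All 48 arrays lay on the side of their label for both genes, which argues against an exchange of arrays between genotypes. It does not bear on exchanges within a genotype.

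QQS and SADHU3-2 stood apart because the double mutant differed from both single mutants in all 4 settings. A response to the loss of both factors might depend on tissue or day length, whereas a difference between the lines at these loci, carried by the double-mutant line alone, would not need to. Of 3 tests of a difference (between day lengths in leaves, between day lengths in apices, and between tissues in SDs) 1 called QQS, with a smaller rise in leaves by 1.38 (-1.38 ± 0.26, adjusted p 0.00185). The same 3 limma tests called SADHU3-2 in 0, with the smallest adjusted p at 0.0554 for the difference between tissues (-0.84 ± 0.24). In *flc svp* QQS stood at 10.10 ± 0.123 in SD leaves and 10.62 ± 0.0412 in SD apices. In wild type it stood at 8.73 ± 0.159 and 7.87 ± 0.632, so more of the difference between tissues lay in wild type than in *flc svp*. A fixed difference of the line on a tissue-dependent baseline would give such a call, and so could a response to the loss of both factors. The call therefore does not tell them apart for QQS. For SADHU3-2 a response to both mutations and a difference of the line cannot be told apart, since only 1 double-mutant line was measured.

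A mutation brought in by crossing may carry a linked segment that differs between the lines, and genes in it could then be called in both tissues. In SDs circular shifts gave as many calls near *SVP* in a share of 1 for *svp* and 0.637 for *flc svp*, and near *FLC* in a share of 0.187 for *flc* and 1 for *flc svp*. The tests found no excess, but with 1 or 0 genes in each window they cannot exclude a segment with few changed genes. Of the 16 genes called in both tissues in *svp*, 5 were on chromosome 2, which carries *SVP*, and 4 of these were lower. Chromosome 3 held 5 as well, 3 of them lower. In LDs chromosomes 2 and 3 held 3 each, with 2 lower on each. By these counts, which cover only genes called in both tissues, chromosome 2 did not stand out from chromosome 3. PIN1AT (AT2G18040), AT2G18370 and AT2G18150, the 3 largest falls in LD apices of *svp*, lie close together on chromosome 2 by their locus identifiers. In LDs at most 1 gene of *svp* called in both tissues lay within 100 neighbours. The counts per chromosome thus hold no more than 1 of the 3 and do not bear on them as a group. The place of these genes on chromosome 2 was seen in the data. It was not tested beyond the window of 1000 genes on each side of *SVP*, where 2 of 16 genes lay and the share of shifts was 0.296.

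Several shares differed from the values quoted from the study. The number of genes called in all 3 mutants in SD apices was 4. That is lower than the value quoted from the study above. The share of higher genes in SD apices of *svp* was 20.9%. That is lower than the range quoted from the study above, whereas the shares in *flc* (39.1%) and *flc svp* (35.4%) lay within it. The share of genes called in wild type for LDs against SDs and not called in *flc svp* was 85.4% in leaves and 84.8% in apices, in *svp* it was 59.8% in leaves, and the share called in none of the 3 mutants was 36.6% in leaves and 34.8% in apices. These shares are not set against the range quoted from the study above, because its stated rule for dependent genes takes genes that change in mutants and not in wild type, which is a different quantity. The share of wild-type calls common to leaves and apices was 9.43% of the genes called in either. That is lower than the value quoted from the study above, although the share of the leaf genes, 18.3%, was closer.

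The share of the dependent class among genes entering the classes was 13.2% in SD leaves and 3.08% in LD leaves. Those are lower than the values quoted from the study above for the cluster attributed to both factors. The share of compensation in LD leaves was 26.9%. That is lower than the value quoted from the study above. The denominators are not alike: the shares here are over all genes entering the classes, unclassified genes included. Those of the study in SD leaves are over the genes in its clusters, by the cluster sizes in its figure legend. For LD leaves its denominator is not settled here. Over the classified genes alone the dependent class held 13.9% in SD leaves and 3.36% in LD leaves, and compensation 29.4% in LD leaves. The classes here follow fixed thresholds on each term and not a clustering of coefficients. With no order required between the mutants 369 of the 630 genes were dependent in SD leaves. That share, and the one given above for LD leaves under the same alternative, exceed the study's values, but they are not comparable with them. The study also left out genes that changed more in a single mutant than in the double mutant. The order requirement is therefore common to both and is not shown to explain the lower shares here. The cause of the difference was not tested.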
